# Altered Interactions between the Gut Microbiome and Colonic Mucosa Precede Polyposis in APC^Min/+^ Mice

**DOI:** 10.1371/journal.pone.0127985

**Published:** 2015-06-29

**Authors:** Joshua S. Son, Shanawaj Khair, Donald W. Pettet, Nengtai Ouyang, Xinyu Tian, Yuanhao Zhang, Wei Zhu, Gerardo G. Mackenzie, Charles E. Robertson, Diana Ir, Daniel N. Frank, Basil Rigas, Ellen Li

## Abstract

Mutation of the adenomatous polyposis coli (APC gene), an early event in the adenoma-carcinoma sequence, is present in 70-80% of sporadic human colorectal adenomas and carcinomas. To test the hypothesis that mutation of the APC gene alters microbial interactions with host intestinal mucosa prior to the development of polyposis, culture-independent methods (targeted qPCR assays and Illumina sequencing of the 16S rRNA gene V1V2 hypervariable region) were used to compare the intestinal microbial composition of 30 six-week old C57BL/6 APC^Min/+^ and 30 congenic wild type (WT) mice. The results demonstrate that similar to 12-14 week old APC^Min/+^ mice with intestinal neoplasia, 6 week old APC^Min/+^ mice with no detectable neoplasia, exhibit an increased relative abundance of *Bacteroidetes* spp in the colon. Parallel mouse RNA sequence analysis, conducted on a subset of proximal colonic RNA samples (6 APC^Min/+^, 6 WT) revealed 130 differentially expressed genes (DEGs, fold change ≥ 2, FDR <0.05). Hierarchical clustering of the DEGs was carried out by using 1-r dissimilarity measurement, where r stands for the Pearson correlation, and Ward minimum variance linkage, in order to reduce the number of input variables. When the cluster centroids (medians) were included along with APC genotype as input variables in a negative binomial (NB) regression model, four of seven mouse gene clusters, in addition to APC genotype, were significantly associated with the increased relative abundance of Bacteroidetes spp. Three of the four clusters include several downregulated genes encoding immunoglobulin variable regions and non-protein coding RNAs. These results support the concept that mutation of the APC gene alters colonic-microbial interactions prior to polyposis. It remains to be determined whether interventions directed at ameliorating dysbiosis in APC^Min/+^mice, such as through probiotics, prebiotics or antibiotics, could reduce tumor formation.

## Introduction

Alterations in the gut microbiome (dysbiosis) have been reported in human colonic neoplasia [1–6]. However it remains unclear as to whether dysbiosis represents a response to tumorigenesis or whether it precedes tumor formation. One of the most prominent genetic mutations associated with the pathogenesis of sporadic and hereditary colorectal cancers (CRC) lies in the tumor suppressing adenomatous polyposis coli (APC) gene [7–13]. A germ-line mutation of the APC gene causes familial adenomatous polyposis (FAP), which results in the development of multiple colorectal adenomas at an early age that unequivocally lead to CRC if no surgical interventions are taken. APC mutations also represent an early event in the adenoma-carcinoma sequence and are present in about 70–80% of sporadic human colorectal adenomas and carcinomas.

The multiple intestinal neoplasia (Min) mouse model of FAP carries a truncation mutation at codon 850 of the *Apc* gene [14]. 

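In the GENCODE M21 annotation of the GRCm38 mouse genome, *Apc* (ENSMUSG00000005871.8 in the count files) lies on the forward strand of chromosome 18 from 34220924 to 34322552. In the longest annotated coding transcript, which has 16 exons and a coding sequence of 8526 bp (2842 codons), codon 850 is TTG and lies in exon 16, the last exon, from 34312600 to 34312602. The coding sequence around it, with the codon in the middle, is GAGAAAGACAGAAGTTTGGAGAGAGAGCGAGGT. In the proximal colon RNA-Seq data of 6 week old mice, *Apc* was counted at 192.2 ± 17.0 CPM (counts scaled to library size, SD, n = 6) in APC Min/+ mice and at 186.2 ± 30.7 CPM (SD, n = 6) in WT mice. The log2 fold change was 0.046 (standard error 0.117, FDR = 0.947 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was smaller than its standard error. Across the 12 fits that each left out 1 mouse, the log2 fold change lay between -0.00069 and 0.127. These are counts per gene and do not separate the mutant from the normal allele.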

Studies comparing the number of intestinal polyps in germ-free and conventionally raised C57Bl/6 APC^Min/+^ mice suggest that the gut microbiome may promote development of intestinal neoplasia [15, 16]. One study reported decreased incidence of polyps in only the mid small intestinal segment, however a subsequent study reported a significant reduction of intestinal adenomas in both the small and large intestine of germ-free mice compared with conventionally raised mice. Antibiotic treatment of C57BL/6 APC^Min/+^MSH2^-/-^mice, which carry both the APC mutation and an HNPCC DNA mismatch repair mutation, reduced the number of polyps in both the small and large intestine [17].

We hypothesize that mutation of the APC gene results in alterations in host-microbiota interactions prior to tumor formation. To test this hypothesis, gut microbial composition was compared between 6 week-old C57Bl/6 APC^Min/+^, prior to the development of detectable neoplasia [18], and congenic WT mice.

## Materials and Methods

### Animal Type and Housing

All of the mice were acclimated for two weeks in order to reduce stress from traveling. Carbon dioxide was used during euthanasia of the mice. This study was approved by the Institutional Animal Care and Use Committee (#202449) and Division of Laboratory Animal Resources at Stony Brook University. Three shipments of 10 four-week-old female C57BL/6J APC^Min/+^ and 10 four-week-old female C57BL/6J WT mice were received from The Jackson Laboratory (Bar Harbor, ME) between June 2012 and May 2013. APC^Min/+^ mice and WT mice were housed separately in groups of three to four in specific pathogen free (SPF) cages for two weeks prior to euthanization. All the experiments strictly followed guidelines from the Institutional Animal Care and Use Committee and Division of Laboratory Animal Resources at Stony Brook University.

### Tissue and Luminal Content Sample Collection

All of the mice were euthanized at 6 weeks of age using carbon dioxide. Immediately after sacrifice, the gastrointestinal tract was divided along its cephalocaudal axis as previously described [19]. The segments analyzed included the ileum, cecum, proximal colon, and distal colon. Each small intestinal segment was washed in sterile phosphate buffered saline to remove the luminal content. A 1.0–1.5-cm section was obtained from the proximal ends of duodenum, jejunum, distal ends of ileum, proximal colon, and distal colon, and placed into RNAlater solution (Life Technologies, Grand Island, NY, USA) for RNA/DNA studies. The cecum was placed in its entirety in RNAlater. Three pellets of distal colonic luminal content (formed stool) were collected from the distal colon and stored in RNAlater. All the samples were kept at room temperature overnight and then stored in -80°C. In the first cohort, the remainder of each intestinal segment was processed into “swiss rolls” and fixed in 10% buffered formalin for histological analyses. In the second and third cohort, the remainder of each intestinal segment was stained with 0.25% methylene blue and inspected under a dissecting microscope for adenomas and aberrant crypt foci [20]. Stools were collected from nine 12–14 week APC^Min\+^ female mice with intestinal neoplasia [18] and six WT female mice, and placed into RNAlater.

### DNA and RNA Extraction of Intestinal Tissue and Luminal Content Samples

Total RNA and DNA, (host and associated bacterial mixed community) were extracted from the duodenum, jejunum, ileum, cecal pouch, proximal colon and distal colon tissues using TRI Reagent (Sigma, St. Louis, MO) according to the manufacturer’s recommendations. For distal colonic luminal content samples, DNA was extracted using the UltraClean Fecal Kit (Mo BIO Laboratories, Inc., Carlsbad, CA).

### Quantitative PCR (qPCR) for targeted bacterial clades

QPCR assays were performed using established primers for *Bacteroides–Prevotella–Porphyromonas* [21], *Lachnospiraceae* [21], and total bacteria [22] on all tissue and distal colonic luminal content samples as previously described [23, 24]. The relative abundance of taxa within the Bacteroidetes phylum measured by ΔCt = Ct (threshold cycle)_total bacteria_ - Ct_*Bacteroides–Prevotella–Porphyromonas*_. The relative abundance of taxa within the *Lachnospiraceae* clade (i.e., Clostridia Group Xi’an clade) was measured by ΔCt = Ct (threshold cycle)_total bacteria_ - Ct_*Lachnospiraceae*_ as previously described [23, 24]. All assays were carried out in triplicate. Plasmid quantification standards were prepared from representative clones of the target organisms. The Mann-Whitney test using GraphPad Prism 5 (La Jolla, California) was performed to compare APC^Min/+^ and WT ΔCt values. The Bonferroni correction was made to correct for multiple comparison, thus significance required p< 0.025.

### 16S rRNA Amplicon Library Construction and Illumina V1V2 Sequencing Analysis

Bacterial profiles were determined by broad-range amplification and sequence analysis of 16S rRNA genes following our previously described methods [25, 26]. In brief, amplicons were generated using primers that target approximately 300 bp. of the V1V2 variable region of the 16S rRNA gene (primers 8F and 338R, modified by addition of Illumina adapter and dual index sequences). PCR products were normalized using a SequalPrep kit (Invitrogen, Carlsbad, CA), pooled, lyophilized, purified and concentrated using a DNA Clean and Concentrator Kit (Zymo, Irvine, CA). Pooled amplicons was quantified using Qubit Fluorometer 2.0 (Invitrogen, Carlsbad, CA). The pool was diluted to 4nM and denatured with 0.2 N NaOH at room temperature. The denatured DNA was diluted to 15pM and spiked with 25% of the Illumina PhiX control DNA prior to loading the sequencer. Illumina paired-end sequencing was performed on the Miseq platform with version v2.3.0.8 of the Miseq Control Software and version v2.3.32 of MiSeq Reporter, using a 600 cycle version 3 reagent kit.

Paired-end sequences were sorted by sample via barcodes in the paired reads with a python script [25]. Sorted paired end sequence data were deposited in the NCBI Short Read Archive under BioProject Accession Number: PRJNA270112 (www.ncbi.nlm.nih.gov/bioproject/PRJNA270112)PRJNA270112. The sorted paired reads were assembled using phrap [27, 28] and paired reads that did not assemble were discarded. Assembled sequence ends were trimmed over a moving window of 5 nucleotides until average quality met or exceeded 20. Trimmed contigs with more than 1 ambiguity or shorter than 200 nt were discarded. Potential chimeras identified with Uchime (usearch6.0.203_i86linux32) [29] using the Schloss [30] Silva reference sequences were removed from subsequent analyses. Assembled sequences were aligned and classified with SINA (1.2.11) using the 418,497 bacterial sequences in Silva 115NR99 as reference configured to yield the Silva taxonomy [31, 32]. Operational taxonomic units (OTUs) were produced by clustering sequences with identical taxonomic assignments. OTU counts were normalized between samples by dividing sequence counts by the total number of sequences generated per sample. Phylum-level and family-level OTU tables were generated by collapsing lower level OTUs into higher-level categories. OTUs with a relative abundance <0.0001 and with a prevalence <0.01 were culled and relative abundances then transformed using the square root function [33]. The software package Explicet (v2.9.4, www.explicet.org) was used to display OTU data and estimate alpha diversity indices (i.e., S_Chao1_, Shannon complexity [H], and Shannon Evenness [H/H_max_]) through 1000 replicate samplings of rarefied datasets [34].

Comparisons of individual phyla and families passing the initial filtering step, were conducted as follows. Because of the commonly observed over-dispersion in microbiome count data [35], the effects of APC^Min/+^ genotype on individual OTU abundances were examined using the negative binomial (NB) regression model as follows:

log(μijk)=(βi0)k+β1kgenotypeij+(log total count)ij(βi0)k=b0k+bikI{shipmentij=i}Yijk~NB(μijk,ϕk)

Y_ijk_ denotes the OTU k’s observed count for mouse j in shipment i, *μ*_*ijk*_ is the mean parameter for OTU k’s count distribution of mouse j in shipment I and *ϕ*_*k*_ is the dispersion parameter. Shipment refers to three different deliveries of mice (mice 1–20, mice 21–40 and mice 41–60), which has a zero-mean random coefficient. Coefficients b_0_ and *β*_1_ are fixed constant representing grand mean and APC genotype respectively. The log total sequence count for each mouse is considered as an offset. In addition, the skewness of the distribution of low abundance OTUs causes a large proportion of zero counts. Therefore, a zero-inflated version of the negative binomial (NB) model is also fitted to OTUs with zero counts in additional to the NB model:

log(μijk)=(βi0)k+β1kgenotypeij+(log total count)ij(βi0)k=b0k+bikI{shipmentij=i}Yijk~NB(μijk,ϕk)(Yijk|Xijk=0)=0,(Yijk|Xijk=1)=YijkXijk~ Bernoulli(π)

The NB and zero-inflated NB models are chosen based on AIC criterion [36]. The p values for the genotype effects on each OTU were then adjusted by the Benjamini-Hochberg [37] procedure to calculate the FDR. Significance was set as FDR<0.05. In addition, a 10-fold cross-validation was performed to validate the significant OTUs that were identified. The square root transformation was then applied to the relative abundances to correct for the skewness and to reduce the coefficient of variation. Comparisons of overall microbial composition between APC^Min/+^mice versus the wild type mice were subsequently conducted using the permutation Hotelling T2 test with 10,000 permutations using the R package ‘Hotelling’ [38]. Principle coordinate analysis (PCoA) was conducted at the lowest taxonomic level (genus) using the wcmdscale function implemented by the vegan R package [39] and using Morisita-Horn dissimilarity scores.

### Histological Analysis of the Intestinal Sections

Histological analysis was carried out in a subset of 10 APC^Min/+^ mice and 10 wild type mice (1^st^ cohort) by constructing “Swiss rolls” of intestinal segments. These segments were stained with hematoxylin and eosin and scored for adenomas and inflammation by a pathologist who was blinded with respect to the genotype of the mice (N.O.), as previously described [40]. Inspection of intestinal segments stained with 0.25%methylene blue was carried out on the second and third cohorts of mice with the aid of a Zeiss dissecting scope for detection of adenomas and aberrant crypt foci [20].

### Comparison of Mouse Proximal Colonic mRNA Expression in APCMin/+ and Wild type Mice

IL-1β mRNA expression relative to actin mRNA, was measured in cecal, proximal colonic, and distal colonic intestinal tissue RNA samples in all 30 APC^Min/+^ and 30 WT mice as previously described [8]. RNA extracted from the proximal colon of 9 week-old WT mice treated with 3% DSS in water for 7 days was used as a positive control for the assay. The IL-1β ΔCt values (ΔCt = Ct_actin_-Ct_IL1β_) were compared between APC^Min/+^ and WT groups using the Mann-Whitney test. Significance was set at a threshold of p <0.05.

Aliquots (1 μg) of proximal colon RNA samples from 6 APC were subjected to paired-ends 100 bp Illumina sequencing. The RNA-Seq libraries were prepared and sequenced at the New York Genome Center. Between 81 and 314 million reads were generated for each of the RNA samples. The RNA-Seq data were deposited in NCBI's Gene Expression Omnibus database with accession number GSE67634. The short reads were aligned to the GRCm38 genome (http://useast.ensembl.org/Mus_musculus/Info/Annotation) using STAR (Spliced Transcripts Alignment to a Reference) [41], and then converted to raw gene counts using featureCounts [42]. The edgeR package [43] was used to identify differentially expressed (FDR<0.05) genes (DEGs) between the APC^Min/+^ and wild type mice, using additional cutoff of 2-fold differential expression between groups. Hierarchical clustering based on the reads per kilobase of exon per million mapped reads (RPKM) value of the 130 DEGs was carried out by using 1-r dissimilarity measurement and Ward linkage, and the cluster number (n = 7) was chosen based on inspection of the coefficient of determination (R2) plot as previously described [44]. Second, a negative binomial (NB) regression model was fit with gene clusters as following:

log(μijk)=βi0+β1kgenotypeij+Σhαhxijh+(log total count)ij(βi0)k=b0k+bikI{shipmentij=i}Yij~NB(μij,ϕk).

x_ijh_ is gene cluster h’s expressions centroids (medians) of mouse j in shipment i. μ_ijk_ is the mean parameter for phylum k’s count distribution of mouse j in shipment i and ϕ_k_ is the dispersion parameter. “Shipment” is as defined above. b_0_ and β_1_ are fixed coefficients representing grand mean and APC genotype respectively. The log total count of each mice is considered as an offset. Best subset model selection was conducted to choose the model with lowest AIC. All models were fitted with R package: glmmADMB [45].

## Results

The relative abundance of *Bacteroidetes spp* is increased in APC^Min/+^mice colonic mucosa and luminal content prior to the development of intestinal neoplasias.

In preliminary targeted qPCR studies, we observed that the relative abundance of *Bacteroidetes spp*. in fecal DNA was higher in 12–14 week-old APC^Min/+^ female mice compared to age-matched WT female mice (ΔCt = -2.4 vs. ΔCt = -5.1, p = 0.0004). To test the hypothesis that the increase in the relative abundance of *Bacteroidetes spp*. preceded polyposis, we compared the relative abundance of this clade in the ileal, cecal, proximal colonic, distal colonic mucosa and the distal colonic luminal content in 6 week-old mice. Because gender effects have been previously reported on the number and location of polyps, we restricted our analysis to female mice [46]. Previous studies conducted on 6 week APC^Min/+^ female mice had established the absence of detectable neoplasias at that age [18]. The absence of intestinal adenomas and aberrant crypt foci was confirmed in the mice included in this study by microscopic inspection of the intestinal segments. The mean histological scores for inflammation were 0.1 and 0 (p = 0.37) for APC^Min/+^ and WT colons, respectively (n = 10 in each category). We observed a significant increase in the relative abundance of *Bacteroidetes spp*. in proximal colonic, distal colonic and distal luminal contents between the APC^Min/+^ and WT-control mice, but no significant difference in the ileal or cecal mucosal samples (Table 1). In contrast we observed no significant difference is *Lachnospiriceae spp*., a prominent group of Firmicutes, except in the luminal content of the distal colon, which exhibited significantly higher loads in WT mice (p = 0.003).

**Table 1:** QPCR comparison of the relative abundances of the *Bacteroidetes* phylum and the *Lachnospiriceae* clade within the Firmicutes phylum in 6 week old APC^Min/+^ and WT mice.

***Bacteroidetes***	**APC** ^**Min/+**^ **ΔCt Median (range)**	**Wild type ΔCt Median (range)**	**P-value**
Ileal mucosa	-2.5 (-6.4, 0.5)	-3.0 (-7.5, 0.4)	0.65
Cecal mucosa	-4.0 (-8.0, -1.0)	-4.3 (-6.2, -3.1)	0.10
**Proximal colonic mucosa**	**-3.4 (-6.9, -1.6)**	**-5.0 (-6.4, -2.2)**	**0.0008**
**Distal colonic mucosa**	**-3.1 (-7.1, -1.6)**	**-3.9 (-7.9, -1.7)**	**0.005**
**Distal colonic luminal content**	**-1.4 (-2.6, -0.1)**	**-2.3 (-5.3, -1.0)**	**<0.0001**
***Lachnospiriciae***	**APC ΔCt Median (range)**	**Wild type ΔCt Median (range)**	**P-value**
Ileal mucosa	-4.2 (-12.1, -0.9)	-3.9 (-11.6, -2.4)	0.89
Cecal mucosa	-2.9 (-8.6, -1.3)	-2.4 (-6.1, -0.7)	0.06
Proximal colonic mucosa	-2.2 (-9.2, -0.3)	-1.9 (-11.4, -0.3)	0.15
Distal colonic mucosa	-3.6 (-8.3, -1.5)	-2.8 (-7.4, -0.5)	0.06
**Distal colonic luminal content**	**-4.8 (-9.0, -3.4)**	**-3.9 (-10.4, -1.6)**	**0.003**

The qPCR assays were conducted using established primers as described in Methods. The median and range of ΔCt values (~Log_2_ relative abundance of targeted taxa) are listed for.the ileal, cecal, proximal colonic, distal colonic mucosal samples and the distal colonic luminal samples collected from 30 6 week old APC^Min/+^ and 30 wild type mice. The p-values were carried out using the Mann-Whitney U test. The Bonferroni correction was made to the p-value, so that significance was set at p<0.025.

### 16S rRNA sequence analysis of proximal colonic mucosal samples from APC^Min/+^ and WT mice

Illumina sequencing of the 16S rRNA gene V1V2 hypervariable region was carried out for the proximal colonic DNA samples. A total of 13,248,412 high-quality sequences were generated (average sequence length: 317 nt; average sample size: 220,807 sequences/sample; minimum: 9,381 sequences; maximum: 411,636 sequences, exclusive of negative controls which were near zero). The median Good’s coverage score was ≥ 99.9987% at the rarefaction point of 9,381 sequences, indicating deep sequence coverage of the intestinal microbiome.

The 16S rRNA sequencing results confirmed the targeted qPCR results in demonstrating a significant increase in the relative abundance of taxa within the Bacteroidetes phylum (FDR = 0.0009) in the APC^Min/+^ mice (Fig 1A and Table 2). Within the *Bacteroidetes* phylum, the predominant family was *S24-7*, whose relative abundance was also significantly increased in APC^Min/+^ mice (Fig 1A and Table 3, FDR = 0.0015). 16S rRNA sequencing detected a significant reduction in the relative abundance of taxa within the *Tenericutes* phylum (FDR< 0.0001), as well as a significant reduction in the relative abundance of the *Anaeroplasmataceae* family (FDR < 0.0001), which was the most prevalent family in the Tenericutes phylum. The results were also confirmed in all 10 cross-validations. The relative abundance of the *Cyanobacteria* phylum and the Chloroplast family, which is the most prevalent family in this phylum), was decreased in APC^Min/+^ mice (FDR = 0.047). However this observation was confirmed in only 4 out of 10 cross-validations.

**Fig 1:**
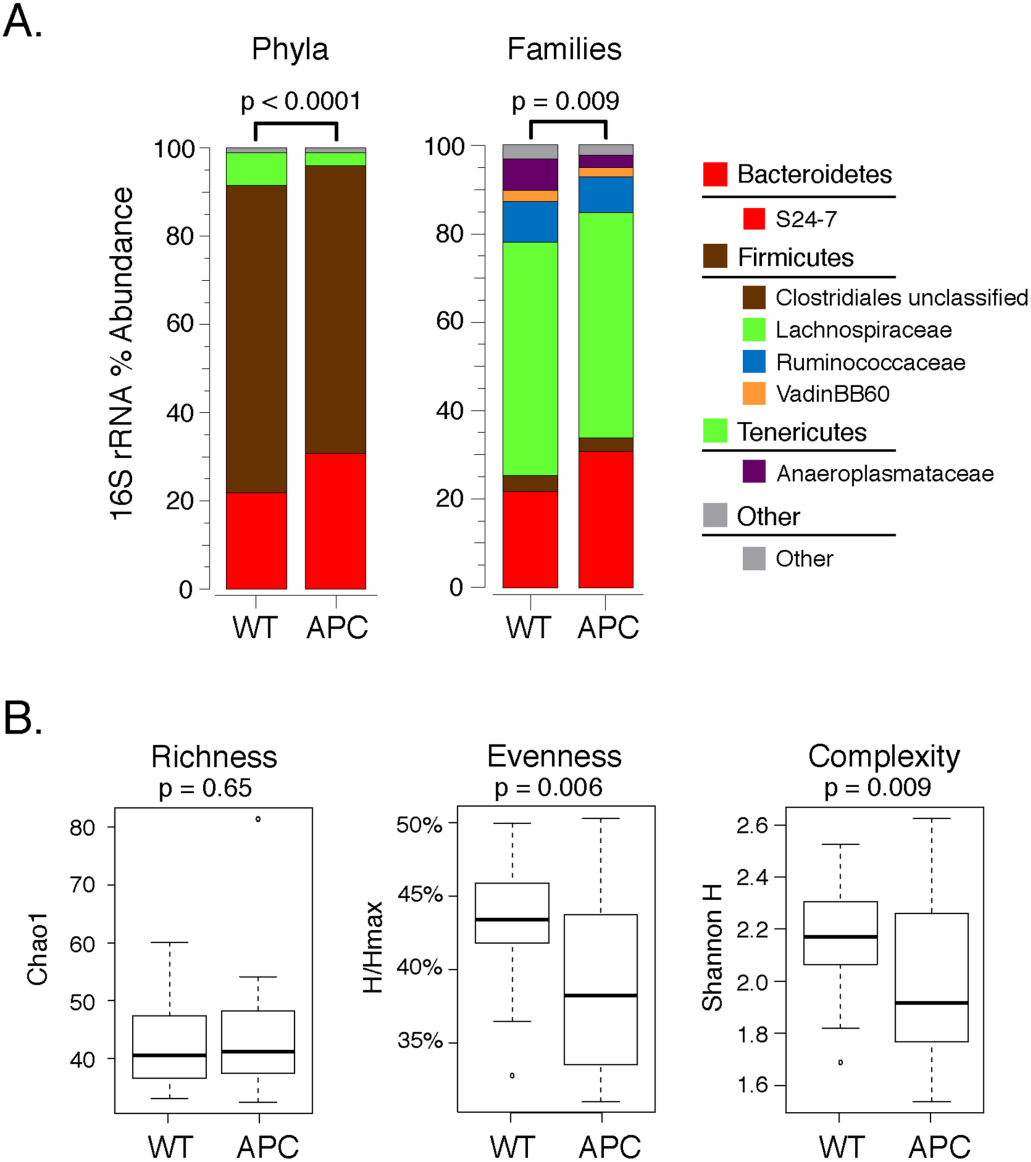
Comparison of phyla and families between wildtype (WT) and APC^Min/+^ (APC) mice. A. The mean relative abundances of phyla (left panel) and families (right panel) as inferred from the 16S rRNA sequence analysis. Only phyla and families with relative abundances >0.5% are shown. The Hotelling T2 test was used to compare the overall microbial composition, with p-values noted above each barchart.

**Table 2:** 16S rRNA Sequence comparison of the relative abundances of phyla in the proximal colonic mucosa of 6 week old APC^Min/+^ and WT mice.

Phyla	Mean Relative Abundance		Test type, P-value and FDR		
	APC	WT	Test Type	P-value	FDR
Firmicutes	0.65247	0.69756	NB regression	0.10125	0.19302
**Bacteroidetes**	0.30827	0.21810	NB regression	0.00022	0.00089
**Tenericutes**	0.029	0.07425	NB regression	0.00001	0.00008
Bacteria	0.00535	0.00672	NB regression	0.16889	0.19302
Proteobacteria	0.00432	0.00276	NB regression	0.15898	0.19302
Actinobacteria	0.00055	0.00047	NB regression	0.31061	0.31061
**Cyanobacteria**	0.00004	0.00012	NB regression	0.01753	0.04675
Verrucomicrobia	0	0.00002	NB regression	0.16798	0.19302

Seven phyla remained after preprocessing filtering (maximum relative abundance < 0.0001, prevalence <0.01). Significant differences were detected in the bolded **phyla**, with the threshold set as FDR <0.05.

**Table 3:** 16S rRNA Sequence comparison of the relative abundances of families in the proximal colonic mucosa of 6 week old APCMin/+ and WT mice.

Families	Mean Relative Abundance		Test type, P-value and FDR		
	APC	WT	Test Type	P value	FDR
Firmicutes phylum					
*Lachnospiriceae*	0.50691	0.52577	NB regression	0.4327	0.5024
*Ruminococcaceae*	0.08136	0.09148	NB regression	0.1694	0.2072
*Unassigned Clostridiales*	0.03145	0.03665	NB regression	0.0589	0.0727
*vadinBB60*	0.02152	0.02471	NB regression	0.2689	0.3203
*** Erysipelotrichaceae***	0.00369	0.00622	NB regression	0.0020	0.0027
*** Lactobacillaceae***	0.00288	0.00402	NB regression	0.0399	0.0497
*** Peptococcaceae***	0.00237	0.00650	NB regression	0.0000	0.0000
*Unassigned Firmicutes*	0.00118	0.00121	NB regression	0.9504	0.9717
*Family XIII Incerta Sedis*	0.00081	0.00076	NB regression	0.6219	0.6762
*** Peptostreptococcaceae***	0.00010	0.00012	NB regression	0.0001	0.0001
*Clostridiaceae*	0.00006	0.00007	NB regression	0.9443	0.9717
*** Paenibacillaceae***	0.00005	0.00000	NB regression	0.0000	0.0001
*Bacillaceae*	0.00004	0.00003	NB regression	0.7316	0.7831
*** Staphylococcaceae***	0.00003	0.00001	NB regression	0.0157	0.0203
*Thermoactinomycetaceae*	0.00000	0.00001	zero-inflated NB regression	0.9933	0.9975
*** Unassigned Bacilli***	0.00001	0.00000	zero-inflated NB regression	0.0000	0.0000
*Bacteroidetes phylum*					
*** S24-7***	0.30782	0.21769	NB regression	0.0002	0.0015
*** Unassigned Bacteroidales***	0.00016	0.00007	NB regression	0.0000	0.0000
*Bacteriodaceae*	0.00014	0.00018	NB regression	0.5226	0.5818
*Rickenellaceae*	0.00009	0.00008	NB regression	0.5008	0.5670
*Prevotellaceae*	0.00003	0.00003	NB regression	0.7769	0.8251
*Porphyromonadaceae*	0.00002	0.00004	NB regression	0.4825	0.5508
*Unassigned Bacteroidetes*	0.00001	0.00000	NB regression	0.6390	0.6893
Ternicutes phylum					
*** Anaeroplasmataceae***	0.02664	0.07133	NB regression	0.0000	0.0000
*RF9*	0.00236	0.00293	NB regression	0.2202	0.2647
Proteobacteria phylum					
*** Enterobacteriaceae***	0.00319	0.00039	NB regression	0.0002	0.0003
*Phyllobacteriaceae*	0.00046	0.00144	NB regression	0.9975	0.9975
*Bradyrhizobiaceae*	0.00038	0.00065	NB regression	0.8941	0.9280
*Sphingomonadaceae*	0.00008	0.00011	NB regression	0.3601	0.4253
*Methylobacteriaceae*	0.00010	0.00007	NB regression	0.8034	0.8467
*** Ricketsiella/mitochondria***	0.00001	0.00004	NB regression	0.0338	0.0425
*Burkholderiaceae*	0.00001	0.00001	NB regression	0.5053	0.5674
*Alcaligenaceae*	0.00001	0.00001	NB regression	0.5501	0.6029
*** Moraxellaceae***	0.00001	0.00001	NB regression	0.0336	0.0425
*Pseudomonadaceae*	0.00001	0.00001	NB regression	0.9914	0.9975
*** Desulfovibrionaceae***	0.00001	0.00000	NB regression	0.0120	0.0156
Actinobacteria phylum					
*Coriobacteriaceae*	0.00050	0.00042	NB regression	0.3842	0.4499
*Proprionibacteriaceae*	0.00003	0.00004	NB regression	0.4533	0.5218
*Corynebacteriaceae*	0.00000	0.00001	NB regression	0.5266	0.5818
Cyanobacteria phylum					
** Chloroplast**	0.00004	0.00012	NB regression	0.0213	0.0273
Verrucomicrobia phylum					
*Verrucomicrobiaceae*	0.00000	0.00002	zero-inflated NB regression	0.8836	0.9240
Other Phyla					
*Other Bacteria*	0.00535	0.00672	NB regression	0.2041	0.2475

Forty-two families remained after preprocessing filtering (maximum relative abundance < 0.0001, prevalence <0.01). The 42 families are listed within their respective phyla in order of their relative abundance, with the remaining families combined in Other categories. The phyla are underlined in the table. Significant differences were detected in the bolded **families**, with the threshold set as FDR <0.05.

Although 16S rRNA sequence analysis did not detect a significant difference in the overall relative abundance of the Firmicutes phylum, it also confirmed the lack of any change in the relative abundance of taxa within *Lachnospiriciae* clade, thus confirming the qPCR data (see Table 1). Furthermore decreases as well as increased were observed in some of the individual families within the Firmicutes phylum (Table 3). Similarly, although 16S rRNA sequence analysis did not detect a significant difference in the overall relative abundance of the Proteobacteria phylum, increases as well as decreases were observed in some of the individual families within the Proteobacteria phylum.

Overall, the proximal colonic microbiomes differed between APC^Min/+^ and WT mice at both the phylum (p<0.0001) and family (p <0.0001) levels, as assessed by a 10000-permutation Hotelling T2 test of the 7 phyla and 42 families that passed the initial filtering step (Fig 1A). The proximal colonic microbiomes of APC^Min/+^ mice were also characterized by significantly lower OTU complexity (Shannon H; p = 0.009) and evenness (Shannon H/Hmax; p = 0.006) compared with WT mice (Fig 1B); OTU richness (S_Chao1_) was comparable in the two groups. Finally, principle coordinates analysis (PCoA) demonstrated significant associations of principle component axes 1 and 2 with APC genotype (see Fig 2).

**Fig 2:**
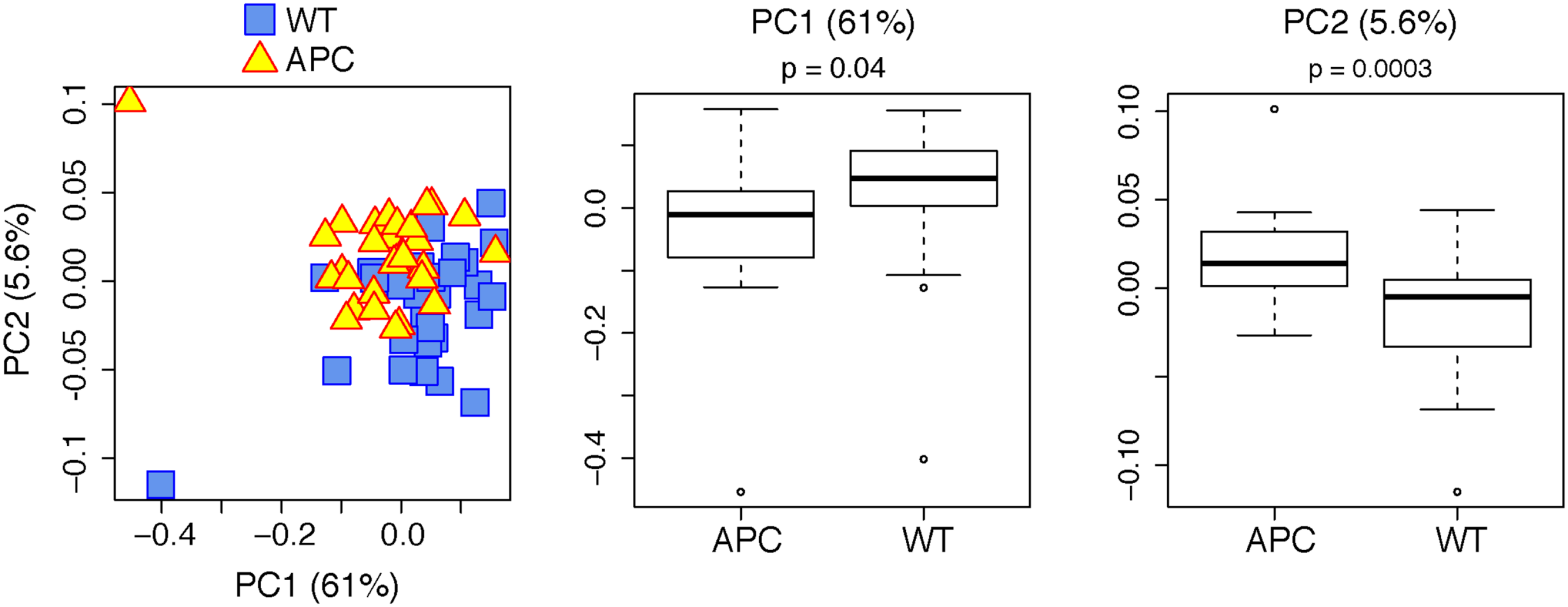
Principle Coordinate Analysis. PCoA was conducted at the family taxonomic level using a pairwise dissimilarity matrix calculated using the Morisita-Horn beta-diversity index. Each triangle is representative of a single APC^Min/+^ (APC) mouse and each square is representative of a single WT mouse, plotted along the first two principal component axes (left panel). PC1 and PC2 accounted for 61% and 5.6%, respectively, of total variance. The middle and right panels display the PC scores along axes 1 and 2, respectively. Differences in scores between genotypes were assessed by student t-test.

### Differentially expressed genes in 6 week-old APC^Min/+^mice

We reasoned that differences in colonic microbial composition associated with the APC^Min/+^ genotype must be linked to alterations in mouse colon gene expression, despite the lack of histological evidence of neoplasias. 

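RNA from the proximal colon of 6 APC Min/+ mice and 6 WT mice, all 6 weeks old, was sequenced in paired ends. The authors aligned the reads to GRCm38 with STAR, counted them on genes with featureCounts and deposited 1 table of unnormalized counts per mouse, each listing the same 38924 Ensembl genes with their lengths. A count was present in at least 1 mouse for 28449 of these genes. The total count on genes ranged from 81730206 to 197914821 with a median of 96605059 in the APC Min/+ mice, and from 50313805 to 117477400 with a median of 100161198 in the WT mice. The log2 total did not differ between genotypes (exact permutation test, p = 0.281). The paper states another measure of depth, between 81000000 and 314000000 reads generated per sample. The values below rest on the counts on genes, at which 3 counts correspond to between 0.0152 and 0.0596 CPM depending on the mouse. Genotypes were compared with edgeR's quasi-likelihood test on the 20311 genes with at least 10 counts in at least 3 mice, after TMM normalization, with DEGs defined by a Benjamini-Hochberg FDR under 0.05 and a fold change of at least 2. The standard errors given were computed from the fold change and its F statistic. CPM values were scaled by the TMM factors, which lay between 0.906 and 1.10. RPKM values were computed from the gene lengths in the tables and the total counts. Gene symbols were taken from GENCODE M21, in which 116 of the 130 genes of Table 4 were found. The sample labels give no sequencing batch and do not say which mouse came from which shipment, so comparisons within shipments could not be made. Among the alternatives set before the files were opened, the choice of test changed the number of DEGs most. Other filters on low counts left it unchanged in the quasi-likelihood test. The dispersion estimate also mattered. In a fit chosen after seeing the data, the exact test on dispersions without a trend gave 91 DEGs, against 10 with the planned exact test.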

To examine how the APC mutation could alter the host colon gene expression, we conducted parallel RNA-sequence analysis on 6 APC^Min/+^ mice and 6 WT mice, (sampling all three cohorts). A total of 130 host genes (fold change > 2 fold, FDR <0.05) were selected using edgeR [43]. 

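Of the 20311 genes tested, 0 passed an FDR of 0.05 with a fold change of at least 2 in edgeR's quasi-likelihood test, and the lowest FDR was 0.908. An unadjusted p-value under 0.05 was found for 1071 genes, where 1016 would be expected by chance. Of the 116 genes of Table 4 that could be matched, 90 were among the genes tested, and the others fell below the filter on low counts and were taken from the fit without a filter. All 116 had a log2 fold change in the direction given in Table 4, the largest difference from the paper's log2 fold change was 0.316, and all 116 differences were within 1 standard error. Both sets of values come from the same mice, so this is not an independent test. The standard error describes the spread between mice and is a wide measure for 2 computations on the same data. The unadjusted p-values of the 90 tested genes lay between 0.00022 and 0.0118. The fold changes were accompanied by a wide spread between mice. *Hoxd13* (ENSMUSG00000001819.4, chromosome 2, 74668310 to 74671599), the first gene listed, was counted at 37.1 ± 84.3 CPM (SD, n = 6) in APC Min/+ mice and 0.166 ± 0.110 CPM (SD, n = 6) in WT mice, a log2 fold change of 7.76 (standard error 1.94, FDR = 0.908 from edgeR's quasi-likelihood test). The paper's values for this gene are a log2 fold change of 7.95 and an FDR of 0.0005. Among the alternatives chosen before the files were opened, DESeq2 moved the count of DEGs most, to 27, of which 26 were genes of Table 4. In a further fit chosen after seeing the data, with edgeR's likelihood ratio test on trended and tagwise dispersions and no filter on low counts, 128 genes passed, of which 109 were genes of Table 4.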

The DEGs were grouped into seven clusters as described in *Methods* (see Table 4), with 106 upregulated genes distributed among three clusters and the 24 downregulated genes distributed among four clusters.

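In the edgeR quasi-likelihood fit, 0 genes passed the threshold in either direction. Taken without the threshold, all 95 matched upregulated genes of Table 4 had a higher mean in APC Min/+ mice and all 21 matched downregulated genes a lower one. This follows from the choice of these genes in the same mice. The log2 fold changes of the 89 matched genes of cluster 1 lay between 1.42 and 10.23 with a median of 3.77, and those of the 5 genes of cluster 2 between 7.13 and 9.94. The single gene of cluster 3, *Apon*, had a log2 fold change of 2.12. In the downregulated clusters, the 15 matched genes of cluster 4 ranged from -5.99 to -2.12, the matched gene of cluster 5 had -6.26, the 3 genes of cluster 6 ranged from -3.82 to -3.15 and the 2 genes of cluster 7 from -7.47 to -4.00. The direction depended in part on a few mice, since the median CPM of the 6 APC Min/+ mice and that of the 6 WT mice differed in the direction given in Table 4 for 101 of the 116 genes. In cluster 1 this held for 79 of 89 genes, in cluster 2 for 1 of 5 and in cluster 4 for 15 of 15. With DESeq2 in place of edgeR's quasi-likelihood test, 20 upregulated and 7 downregulated genes passed the threshold.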

**Table 4:** Hierarchical clustering of DEGs in APC^Min/+^ proximal colonic RNA transcripts vs. control RNA samples.

Gene name	Log_2_ FC	FDR	Gene name	Log2 FC	FDR
**Cluster 1**	**Up ↑**		**Cluster 4**	**Down↓**	
Hoxd13	7.95	5.00E-04	Rmrp	-3.9	4.00E-04
Tgm3	9.07	6.00E-04	Gm22513	-3.97	8.00E-04
Atp12a	6.4	8.00E-04	Gm26035	-5.49	8.00E-04
Ly6g	9.39	8.00E-04	Igkv5-48	-3.23	0.0022
Sval1	7.44	8.00E-04	Gm24146	-4.69	0.0023
Fut9	6.44	0.001	Igkv12-98	-5.86	0.0023
Gm8540	8.63	0.0018	Metazoa_SRP	-3.23	0.0034
AI854703	4.65	0.0022	Rn7sk	-3.04	0.0036
B3gnt7	5.27	0.0023	Igkv3-5	-5.88	0.0044
Cpn2	4.92	0.0023	Rpph1	-2.62	0.0073
Evx1	8.64	0.0023	Igkv3-1	-5.52	0.0224
Gm15053	8.81	0.0023	Vaultrc5	-2.57	0.0267
Itih2	5.16	0.0023	Ighv1-7	-2.54	0.0352
Mptx1	5.36	0.0023	Klk1b22	-2.09	0.0352
Myh2	3.28	0.0023	Olfr424	-4.87	0.0352
Thbs4	4.23	0.0023	Gm22179	-3.19	0.0353
Casp14	10.53	0.0029	Igkv9-124	-3.76	0.0445
Gm16341	5.86	0.0032	**Cluster 5**	**Down↓**	
Best4-ps	6.75	0.0034	Ighv5-15	-6.07	5.00E-04
Ctse	4.5	0.0034	Igkv2-109	-5.08	0.0066
Fxyd4	9.83	0.0034	**Cluster 6**	**Down↓**	
Gm2539	10.01	0.0034	Ighv9-4	-3.72	0.0176
Sval3	7.01	0.0034	Igkv9-120	-3.07	0.0432
Klk15	9.86	0.0035	Ighv1-80	-3.7	0.0456
Tmprss13	7.92	0.0035	**Cluster 7**	**Down↓**	
Hoxb13	10.06	0.0039	Igkv14-100	-3.87	0.0388
Hoxa13	3.92	0.0044	Sel1l2	-7.57	0.0444
Mptx2	5.49	0.0044			
Insl5	4.45	0.0045			
Pla2g4f	3.83	0.0045			
Slc28a3	4.12	0.0046			
Vsig1	3.39	0.0046			
Rims4	3.76	0.0047			
Vtcn1	5.41	0.0049			
Anxa8	3.61	0.0053			
Pdzd7	3.17	0.0053			
4930552P12Rik	3.66	0.0059			
HOXA11-AS1_5	4.62	0.0059			
Gpr83	4.27	0.006			
B3gnt5	2.98	0.0064			
Gjb5	3.34	0.0066			
Tnip3	2.94	0.0066			
Eno3	2.53	0.007			
Gjb4	3.84	0.0074			
Nxpe4	3.51	0.0074			
Spink3	3.63	0.0083			
Trpv3	3.11	0.0091			
Hoxa11os	3.58	0.0098			
2310079G19Rik	8.03	0.01			
Gm11535	7.68	0.01			
Cyp2f2	3.9	0.0112			
HOXA11-AS1_4	3.93	0.0112			
Muc1	3.11	0.0112			
St8sia5	7.08	0.0126			
HOXB13-AS1_2	7.9	0.015			
Cyp2a12	6.98	0.0156			
Ttr	2.01	0.0172			
Nccrp1	3.85	0.0173			
Evx2	7.43	0.0187			
Slc46a1	2.38	0.0187			
Csta	4.42	0.0188			
Gm16556	3.57	0.0191			
Sycn	2.76	0.0191			
Slc15a1	3.24	0.0204			
Grin2b	3.81	0.022			
Cyp2d12	3.51	0.0223			
Gm11830	3.09	0.0236			
HOTTIP_2	7.46	0.0236			
HOXB13-AS1_1	6.11	0.0236			
Psg17	3.46	0.0236			
Cela1	2.1	0.0258			
Iqch	3.58	0.0258			
Foxq1	2.17	0.0259			
Ms4a10	1.48	0.0259			
Nt5c1a	3.4	0.026			
Il18	1.6	0.0264			
Myo16	2.71	0.0264			
Hoxd12	5.36	0.0271			
Brinp2	2.7	0.0291			
Ankdd1b	2.84	0.0292			
Defb45	4.97	0.0292			
Gp6	3.93	0.0328			
Ggh	2.36	0.0336			
Gm15401	1.69	0.0336			
A930011G23Rik	1.78	0.035			
Rdh16	1.75	0.035			
Hrg	4.05	0.0369			
1700042G15Rik	5.12	0.0411			
Wnt8b	3.96	0.0413			
Ctgf	1.44	0.0432			
Slc36a1	2.23	0.0432			
Nt5e	1.75	0.0434			
Sh3d21	1.87	0.0461			
Slc16a12	1.93	0.0466			
Gm16557	5.58	0.0469			
Ano4	2.8	0.0477			
Pla2g5	1.87	0.0477			
Gpr137b	2.36	0.0483			
Cd207	6.32	0.0493			
Gm17384	6.35	0.0494			
**Cluster 2**	**Up ↑**				
Gm10800	10	0.0023			
Gm10801	9.72	0.0034			
Gm21738	9.54	0.0035			
Gm26870	7.7	0.0191			
Gm10718	7.06	0.0236			
**Cluster 3**	**Up↑**				
Apon	2.18	0.0419			

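The clustering of the Table 4 genes was repeated on RPKM values of the 116 matched genes, with 1 minus Pearson's r across the 12 mice as dissimilarity, Ward linkage (ward.D) and a cut into 7 clusters. The result was compared with the clusters of Table 4 by the adjusted Rand index, which is 1 for identical groupings and about 0 for unrelated ones. The index was 0.675. No cluster mixed upregulated with downregulated genes. The 89 matched genes of cluster 1 fell into 2 clusters of 74 and 15 genes, and the genes of clusters 2, 3, 4 and 7 each formed a cluster of their own. *Ighv5-15* of cluster 5 joined the 3 genes of cluster 6. With the ward.D2 form of Ward linkage, the index rose to 0.988, and with Spearman's rho in place of Pearson's r it fell to 0.181. Across the 12 clusterings that each left out 1 mouse it lay between 0.652 and 0.988.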

One hundred thirty DEGs were selected by edgeR analysis of RNA sequence data (see Methods) and grouped into seven clusters by hierarchical clustering. 

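Clusters 2, 3, 5, 6 and 7 are small. *Gm10800* of cluster 2 (ENSMUSG00000075014.1, chromosome 2, 98666547 to 98667301) fell below the filter on low counts. It was counted at 44.0 CPM in APC Min/+ mouse M8_2 and 4.05 CPM in APC Min/+ mouse M10_2, and at no more than 0.0255 CPM in any other mouse, and its log2 fold change in the fit without a filter was 9.94 (standard error 2.46, FDR = 0.725 from edgeR's quasi-likelihood test). M8_2 and M10_2 had the 2 highest values for all 5 genes of cluster 2. *Apon* of cluster 3 (ENSMUSG00000051716.5, chromosome 10, 128254096 to 128255896) was counted at 0.0851 ± 0.0318 CPM (SD, n = 6) in APC Min/+ mice and 0.0196 ± 0.0121 CPM (SD, n = 6) in WT mice. Every APC Min/+ mouse had a higher value than every WT mouse (exact permutation test, p = 0.0022, the smallest p that 6 mice against 6 allow), although these values are close to what 3 counts can show. *Ighv5-15* of cluster 5 (ENSMUSG00000094134.1, chromosome 12, 113826646 to 113827129) was counted at 0.0128 ± 0.0104 CPM (SD, n = 6) in APC Min/+ mice. In WT mice it had 0.936 ± 1.42 CPM (SD, n = 6), with 3.70 CPM in M16_1 and no count in M17_2. *Ighv9-4* of cluster 6 (ENSMUSG00000094322.1, chromosome 12, 114299961 to 114300389) was counted at 0.356 ± 0.231 CPM (SD, n = 6) in APC Min/+ mice and 5.05 ± 6.47 CPM (SD, n = 6) in WT mice, and a difference in means was not shown (exact permutation test, p = 0.123). *Igkv14-100* of cluster 7 (ENSMUSG00000096515.1, chromosome 6, 68519012 to 68519477) was counted at 0.241 ± 0.243 CPM (SD, n = 6) and 3.87 ± 4.68 CPM (SD, n = 6), respectively (exact permutation test, p = 0.0368). *Sel1l2* of the same cluster (ENSMUSG00000074764.5, chromosome 2, 140229855 to 140389706) was counted at 3.86 CPM in WT mouse M18_2a, at 0.0103 CPM in APC Min/+ mouse M8_2 and in no other mouse. With the suffix of the sample names as a covariate, a fit set before the files were opened, the log2 fold change of *Ighv9-4* moved from -3.82 to -2.48.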

Shown on the left are the three upregulated clusters (1–3), and shown on the right are the four dowregulated clusters (4–7).

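The cluster medians that entered the regression were computed for each mouse as the median RPKM over the matched genes of the cluster, and genotypes were compared on the scale of log2(median RPKM + 0.1) with exact permutation tests. Cluster 1 was higher in APC Min/+ mice by 1.82 on this scale (p = 0.0563, exact permutation test), with -0.207 ± 2.57 (SD, n = 6) against -2.03 ± 0.198 (SD, n = 6). Its median RPKM was 10.3 in APC Min/+ mouse M13_1 and 6.90 in APC Min/+ mouse M10_2, while the other APC Min/+ mice lay between 0.127 and 0.214 and the WT mice between 0.113 and 0.203. Cluster 4 was lower in APC Min/+ mice by a log2 difference of -2.55, and every APC Min/+ mouse was below every WT mouse (exact permutation test, p = 0.0022, the smallest p the design allows). The differences were 1.52 for cluster 2 (p = 0.455), 0.447 for cluster 3 (p = 0.0022), -2.67 for cluster 5 (p = 0.0346), -1.86 for cluster 6 (p = 0.201) and -2.69 for cluster 7 (p = 0.0498) in the same exact permutation tests. After Benjamini-Hochberg adjustment over the 7 clusters, the p-values from the exact permutation tests were 0.0076 for clusters 3 and 4, 0.0788 for clusters 1, 5 and 7, 0.235 for cluster 6 and 0.455 for cluster 2. The genes were chosen in the paper for a difference between these same mice, so these tests are not independent of that choice. With the mean over genes of the log2 values in place of the log2 of the median, the difference of cluster 1 was 1.57 (exact permutation test, p = 0.0216). The Bacteroidetes counts that the regression also needs are not in the files analysed here. From the regression on the cluster medians and genotype, the paper concludes that clusters 1, 4, 6 and 7 were associated with the relative abundance of Bacteroidetes (Table 5).

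**Figure D1:**
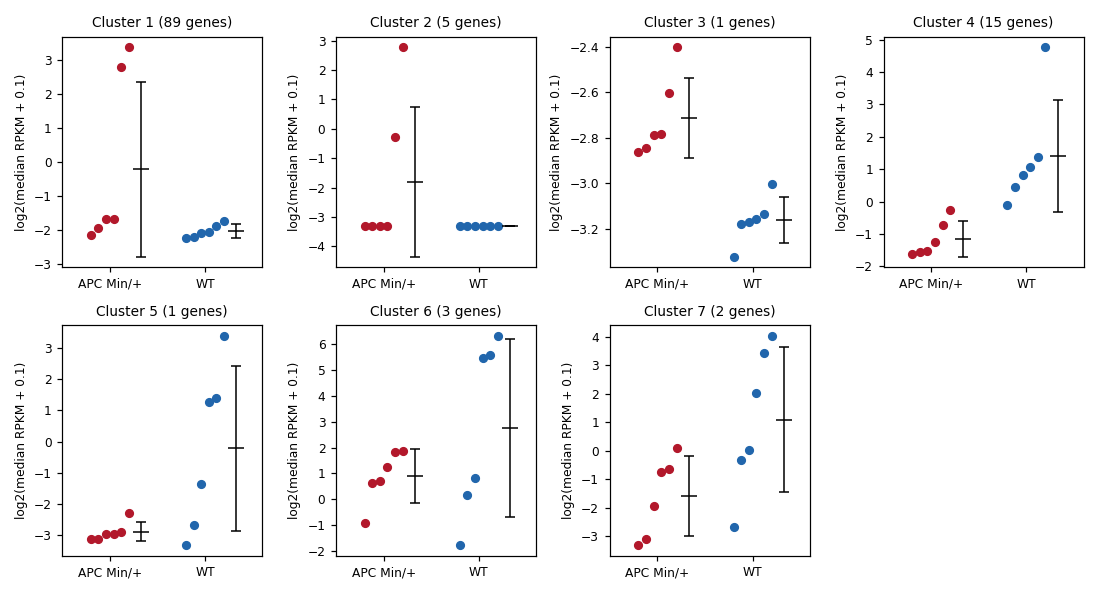
Median RPKM of the matched genes of each cluster of Table 4 in each mouse, as log2(median RPKM + 0.1), by genotype; points are mice (6 per genotype) and the black bars are the mean ± SD. In cluster 1, 2 APC Min/+ mice lie at 10.3 and 6.90 RPKM and the remaining mice at 0.214 RPKM or below, and in cluster 4 all APC Min/+ mice lie below all WT mice.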

NB regression (see Methods) selected four (1, 4, 6, 7) out of seven gene clusters (see Table 5) significantly (p-value < 0.05) in addition to APC genotype, which were positively associated with the relative abundance of Bacteroidetes. Among those four clusters, cluster 1 (coefficient 0.051) is composed of 100 out of 106 upregulated genes. 

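Of the 100 genes of cluster 1, 89 were matched and 72 passed the filter on low counts. For 88 of the 89, the 2 highest values among the 12 mice were those of APC Min/+ mice M10_2 and M13_1, and M13_1 was the highest for 55 of the 89. The 2 highest mice held a median of 88.2% of the CPM summed over all 12 mice. *Tgm3* (ENSMUSG00000027401.9, chromosome 2, 130012349 to 130050399) was counted at 2291 CPM in M10_2 and 2064 CPM in M13_1, at between 0.672 and 5.36 CPM in the other APC Min/+ mice, and at 1.47 ± 1.20 CPM (SD, n = 6) in WT mice. Its log2 fold change was 8.93 (standard error 2.26, FDR = 0.908 from edgeR's quasi-likelihood test). The cluster holds several posterior *Hox* genes, which are expressed toward the caudal end of the body axis. *Hoxb13* (ENSMUSG00000049604.3, chromosome 11, 96194316 to 96197447) was counted at 378 CPM in M10_2 and 275 CPM in M13_1 and at no more than 0.744 CPM in any other mouse, with a log2 fold change of 9.86 (standard error 2.51, FDR = 0.908 from the same test). *Hoxa13* (ENSMUSG00000038203.12, chromosome 6, 52257694 to 52260880) was counted at 76.5 and 61.8 CPM in the same mice and at between 0.921 and 2.75 CPM in the others. *Hoxd13* was counted at 12.4 CPM in M10_2, 209 CPM in M13_1 and at no more than 0.533 CPM elsewhere, and when M13_1 was left out its log2 fold change was 4.03. An exact rank permutation test of the genotypes gave an unadjusted p under 0.05 for 17 of the 89 genes and an adjusted p under 0.05 for 0 of them. The lowest adjusted p in this test was 0.0502. It belonged to a gene whose unadjusted p, 0.0022, is the smallest that 6 mice against 6 allow. The count of 0 thus reflects this limit and how few genes reached it. The paper lists cluster 1 first among the clusters that its regression selected.

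**Figure D2:**
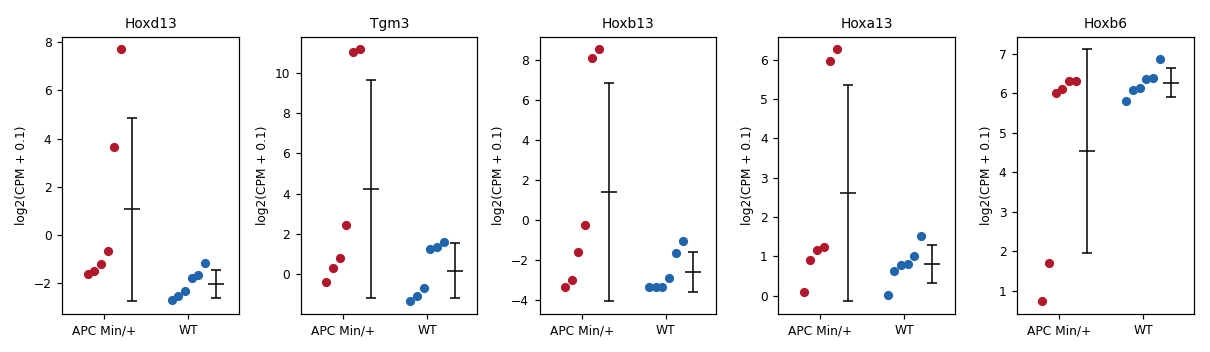
CPM of *Hoxd13*, *Tgm3*, *Hoxb13* and *Hoxa13* of cluster 1, and of *Hoxb6* outside Table 4, in each mouse as log2(CPM + 0.1), by genotype; points are mice (6 per genotype) and the black bars are the mean ± SD. The 2 highest points of each cluster 1 gene, and the 2 lowest of *Hoxb6* at 1.57 and 3.18 CPM, are APC Min/+ mice M10_2 and M13_1.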

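Clusters 4, 6 and 7 hold 22 genes in Table 4, and those that were matched had a lower mean in APC Min/+ mice. The highest value among the 12 mice belonged to WT mouse M17_1 for 13 of the 15 matched genes of cluster 4. In cluster 6 the 2 highest values were those of WT mice M17_1 and M18_b for all 3 genes, and in cluster 7 the highest was that of WT mouse M18_2a for both genes. The median RPKM of cluster 4 lay between 0.228 and 0.727 in APC Min/+ mice and between 0.821 and 27.2 in WT mice, without overlap. Cluster 6 lay between 0.438 and 3.56 in APC Min/+ mice and between 0.194 and 78.6 in WT mice, and cluster 7 between 0 and 0.970 and between 0.0568 and 16.3, so that the genotypes overlapped in both. When each mouse was left out in turn, the log2 difference of cluster 4 stayed between -2.86 and -1.88 and that of cluster 7 between -3.45 and -2.10, and the exact permutation p of cluster 7 was above 0.05 in 9 of those 12 fits. The paper counts these 3 clusters as most of the downregulated genes.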

The downregulated gene clusters 4,6,7 covers 22 out of 24 downregulated genes. While APC genotype had a dominant effect on the relative abundance of Bacteroidetes, detection of additional associations with mouse colonic gene expression, suggest that alterations in host colonic gene expression play a role in influencing mucosal associated microbial composition.

**Table 5:** Association between gene cluster expression (centroid medians), APC genotype and the relative abundance of Bacteroidetes in the proximal colonic mucosa of 6 week old APC^Min/+^ and WT mice.

Bacteroidetes	Coefficient	p-value
**APC genotype**	0.915	8.36E-21
**cluster1**	0.051	0.000632
**cluster4**	0.031	7.17E-10
**cluster6**	0.006	0.000556
**cluster7**	0.029	0.000158

The cluster medians of seven geneclusters along with APC genotype were used in the following model as described in *Methods*. The significant effects are **bolded**, with the threshold set as p-value <0.05. Regression coefficients are also reported as index of effect size.

Because elevated IL-1β levels have previously been reported in 18–25 week old APC^Min/+^ compared with WT mice, RT-PCR assays were conducted on proximal colonic RNA samples in all of the mice as previously described [15]. No significant difference was observed in the ΔCt_IL1β-actin_ values between APC^Min/+^ and WT mice (-13.5 vs. -16.2, p = 0.485). These values were both very low compared to that measured in DSS treated mice (-4.9), indicating that IL-1β was not highly expressed in the colons of either mouse group in our study.

## Discussion

Alterations in the gut microbiome (dysbiosis) have been reported in human colonic neoplasia and in mouse models [1–6, 47]. This study demonstrates that alterations in the gut microbiome, characterized by an increased relative abundance of *Bacteroidetes* spp. observed in association with intestinal neoplasias, actually precedes the development of microscopically detectable intestinal neoplasias in 6 week old APC^Min/+^ mice. Increased loads of *Bacteroidetes spp*. have been reported in another colitis-associated mouse model of colon cancer [47], and in some but not all studies of human colorectal neoplasia [1–6]. 16S rRNA sequence analysis revealed that the increased relative abundance of *Bacteroidetes spp*. corresponded primarily to an increased relative abundance of taxa within the uncultured family S24-7. Similar increases in S24-7 have also been reported in conventionally raised C57BL6 mice that were fed a high fat diet [48]. This association with intestinal dysbiosis is of interest, because increased dietary fat has previously been associated with increased number and /or size in both WT and APC^Min/+^ mice [49,50].

The relative abundance of the phylum *Tenericutes* observed in this study is higher than reported by some studies of C57Bl/6 mice [51], but similar to another study using C57Bl/6 mice purchased from the same vendor [52]. In this study, the APC^Min/+^ and WT mice were housed in separate cages, which could influence the reported microbial compositions [53, 54], possibly related to coprophagic behavior.

Alterations in gene expression have been previously reported in normal appearing mucosa of APC mutant mice after the development of intestinal polyposis [55]. 

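The genotype difference was also examined gene by gene with a test that does not rest on a model of the spread. An exact permutation test on the ranks of the 12 CPM values gave an unadjusted p under 0.05 for 29 of the 116 matched genes of Table 4, and 0 genes remained after Benjamini-Hochberg adjustment over the 116. For 5 genes, every mouse of one genotype had a higher value than every mouse of the other. These 5 had the smallest p that the design allows in this test, 0.0022, and an adjusted p of 0.0502. The count of 0 after adjustment thus reflects the smallest p of the design and how few of the 116 genes reached it. It does not show that the genotypes are alike. In edgeR's quasi-likelihood test over all genes, the lowest FDR was 0.908. Across the 12 fits that each left out 1 mouse, the number of DEGs was 0 in every fit, and with the suffix of the sample names as a covariate it was also 0. The genes of Table 4 were chosen for their difference between these mice, so the rank test describes the mice and is not an independent test. With edgeR's exact test in place of the quasi-likelihood test, 10 genes passed the threshold, with its likelihood ratio test 15 and with DESeq2 27. In the edgeR fits chosen after seeing the data, 91, 108 and 128 genes passed.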

We report differential expression of genes (DEG) in 6 week APC^Min/+^ mice prior to the detection of intestinal polyposis. In order to integrate host colonic gene expression with the microbial taxonomic data, we reduced the gene expression input variables by first selecting DEGs, reasoning that these genes would be most likely to be involved in disrupted colonic microbial interactions in the mutant mice. Variable dimensionality was further reduced by clustering the 130 DEGs into seven groups. The detection of significant associations between host colonic gene expression and the relative abundance of microbial taxa, after taking into consideration APC genotype, support the concept that host colonic microbial cross talk influences mucosal associated microbial composition. 

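Cluster 4 holds 17 genes in Table 4, of which 15 were matched, 7 of them non-coding RNAs and 6 of them immunoglobulin V genes. *Rmrp* (ENSMUSG00000088088.1, chromosome 4, 43492788 to 43493058), the RNA of the ribonuclease MRP, was counted at 0.205 ± 0.136 CPM (SD, n = 6) in APC Min/+ mice and 3.14 ± 3.41 CPM (SD, n = 6) in WT mice. Its log2 fold change was -3.97 (standard error 0.814, FDR = 0.908 from edgeR's quasi-likelihood test), and the exact permutation p was 0.0043. The WT values ranged from 0.355 CPM in M16_1 to 7.46 CPM in M17_1 and 7.50 CPM in M18_2a. *Gm26035* (ENSMUSG00000064999.1, chromosome X, 152923453 to 152923760) was counted at 0.161 ± 0.186 CPM (SD, n = 6) in WT mice and was detected in 1 of 6 APC Min/+ mice, at 0.0103 CPM, a level below what 3 counts can show. M17_1 and M18_2a had the 2 highest values for 6 of the 7 non-coding RNAs. *Igkv5-48* (ENSMUSG00000076563.1, chromosome 6, 69726573 to 69727138) was counted at 2.59 ± 1.83 CPM (SD, n = 6) in APC Min/+ mice and 24.8 ± 22.3 CPM (SD, n = 6) in WT mice, a log2 fold change of -3.25 (standard error 0.804, FDR = 0.908 from edgeR's quasi-likelihood test). *Igkv3-5* (ENSMUSG00000095335.1, chromosome 6, 70663275 to 70663895) was counted at 36.8 CPM in WT mouse M17_1 and at between 0.0303 and 0.262 CPM in the other mice, and its log2 fold change of -5.99 became -0.680 when M17_1 was left out. Counts of single V genes may be uncertain if reads were shared between similar V genes, which was not measured here. The relative abundance of Bacteroidetes is not in the files analysed here. The paper concludes from its regression that cluster 4 had a linear relationship with that abundance after controlling for genotype.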

Cluster 4, which included downregulated genes encoding immunoglobulins and non-coding functional RNAs, demonstrated a significant linear relationship with the relative abundance of *Bacteroidetes* after controlling for APC genotype. The inverse correlation between immunoglobulin gene expression and the relative abundance of *Bacteroidetes spp*. is intriguing in light of previous reports linking an increased relative abundance of *Bacteroidetes spp*. with a reduction of immunoglobulin coated bacteria in humans [56, 57]. 

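Immunoglobulin expression was taken over all V genes, and not only over those of Table 4. Counts on the 214 genes named Ighv, Igkv or Iglv made up 0.0417 ± 0.0431% (SD, n = 6) of all counts in APC Min/+ mice and 0.0700 ± 0.0482% (SD, n = 6) in WT mice. The difference was -0.0283 percentage points, and a difference by genotype was not shown (exact permutation test, p = 0.255). The share was 0.127% in APC Min/+ mouse M2_A and between 0.0129% and 0.0428% in the other APC Min/+ mice. When M2_A was left out, the difference was -0.0454 percentage points (exact permutation test, p = 0.0411), the largest change among the fits that each left out 1 mouse. The constant region genes followed the same order of means. *Igha* (ENSMUSG00000095079.1, chromosome 12, 113254830 to 113260236) was counted at 440 ± 464 CPM (SD, n = 6) in APC Min/+ mice and 708 ± 377 CPM (SD, n = 6) in WT mice, with a log2 fold change of -0.687 (standard error 0.540, FDR = 0.910 from edgeR's quasi-likelihood test). *Igkc* (ENSMUSG00000076609.1, chromosome 6, 70726435 to 70726966) had a log2 fold change of -0.820 (standard error 0.736, FDR = 0.910 from the same test). Across the fits that each left out 1 mouse, it lay between -2.10 and -0.421 for *Igkc* and between -1.46 and -0.467 for *Igha*. M2_A had the highest APC Min/+ value for both genes, at 988 CPM for *Igkc* and 1369 CPM for *Igha*. The correlation with Bacteroidetes could not be computed, because those counts are not in the files analysed here. The paper relates lower immunoglobulin gene expression to a higher abundance of Bacteroidetes, and takes up reports of fewer immunoglobulin coated bacteria.

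**Figure D3:**
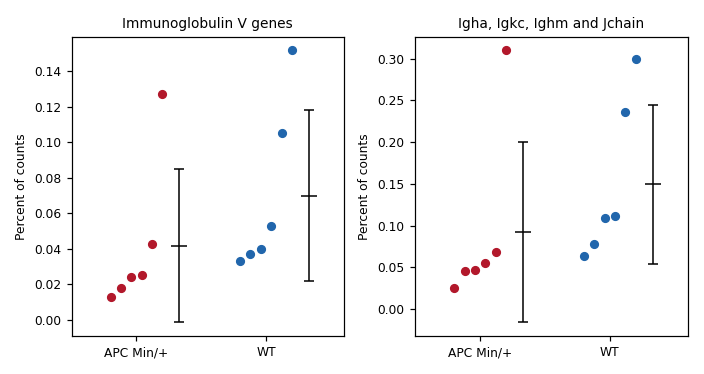
Percent of all counts on immunoglobulin V genes, and on *Igha*, *Igkc*, *Ighm* and *Jchain* together, in each mouse by genotype; points are mice (6 per genotype) and the black bars are the mean ± SD. The V gene share ranges from 0.0129% to 0.127% in APC Min/+ mice and from 0.0330% to 0.152% in WT mice.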

The observation that some of the non-coding RNAs in this cluster may be located in the mitochondria, is intriguing in light of the observation that mutated APC proteins in contrast to WT APC proteins are detected in mitochondria [58]

In summary, our results support the concept that APC haplo-insufficiency of the host colonic epithelial cell alters colonic microbial interactions prior to polyposis. It is thus conceivable that such microbiome changes contribute to the pathogenesis of colon cancer. An important corollary to such a notion would be that the colonic microbiome represents an important (and druggable) target for the prevention of colon cancer. Indeed, interventions directed at the microbiome (germ free and antibiotic treatment) have been reported to modulate tumor formation in mouse models of colon cancer [17]. However, it remains to be determined whether interventions directed at ameliorating dysbiosis in APC^Min/+^ mice, such as through probiotic, prebiotic or antibiotic interventions, could reduce tumor formation.

How the deposited data were processed for this re-analysis (not part of the article)

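RNA from the proximal colon of 6 APC Min/+ and 6 WT female mice, 6 weeks old, was measured by RNA-Seq. The authors aligned paired-end reads to GRCm38 with STAR and deposited the number of reads that featureCounts assigned to each gene, as unnormalized counts in 1 table per mouse. The versions, the annotation release, the strand setting and the treatment of reads that map to several places are not stated. Each of the authors' tables also lists another value per gene, its exonic length in bp, which the authors deposited beside the counts and which was used here to compute RPKM. The authors' own RPKM values are not in the files analysed here.

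The 12 tables hold the same 38924 genes. Gene symbols and coordinates were added from GENCODE M21, which is on the same build (GRCm38) as the paper's alignment but a later release than the authors'. A symbol was found for 37607 identifiers. The genes of Table 4 were matched by symbol only, and 14 of the 130 names were not found and were left out. Mice were grouped by genotype from the sample labels.

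Total counts per mouse ranged from 50313805 to 197914821. A value of 3 counts, the smallest that the depth can show, corresponds to between 0.0152 and 0.0596 CPM. The genotypes did not differ in log2 total counts (exact permutation test, p = 0.281).

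Genes with at least 10 counts in at least 3 mice (20311 genes) were compared between genotypes with edgeR 4.0.16 (TMM normalization, glmQLFit and glmQLFTest, genotype as the only term), with Benjamini-Hochberg adjustment. DEGs had an FDR under 0.05 and an absolute log2 fold change of at least 1. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic, an approximation. For genes below the filter the values come from the fit without a filter (28449 genes). The script was tested on simulated counts with 200 genes changed by a factor of 4, of which 98.5% were recovered, with 3 unchanged genes called. The changed genes were drawn only from well-counted genes with a low dispersion. Recovery of rare genes, or of genes with a wide spread between mice such as *Hoxd13*, was not tested. The paper names edgeR, the FDR and the fold change cutoff and does not state the edgeR test, the filter or the normalization.

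CPM values were scaled by TMM factors unless stated. Cluster medians were the median RPKM (from total counts) over the matched genes of each cluster of Table 4, compared as log2(median + 0.1). Marker sets, written before the files were opened, were compared as the mean log2(CPM + 0.1) of their genes, with CPM from total counts. These values and the share of counts on immunoglobulin V genes were compared with exact permutation tests over all 924 assignments of 12 mice to groups of 6, in which the smallest possible p is 0.0022. The clustering of Table 4 genes used 1 minus Pearson's r on RPKM, Ward linkage and 7 clusters. The permutation and clustering scripts were tested on simulated data, in which 5.35% of unchanged values had p under 0.05, and 7 planted groups were recovered with an adjusted Rand index of 1.

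The genes named in the text were limited by a rule written before the files were opened. The rule allows *Apc*, *Il1b*, the first 5 genes and the *Hox* and *Evx* genes of cluster 1, the genes of clusters 2, 3, 5, 6 and 7, the first non-coding RNAs and immunoglobulin genes listed in cluster 4, the leading genes outside Table 4 that pass the threshold (there were 0), and members of the marker sets. The 6 genes that served as follicle markers were listed later, before their values were looked at.

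The alternatives tried were edgeR's exact test, likelihood ratio test and glmTreat, DESeq2 1.42.0, other normalizations (the size factors of DESeq2, upper quartile, library size only), other filters (filterByExpr, none, CPM above 1 in 6 mice), the FDR without the fold change cutoff, the suffix of the sample names as a covariate, other pseudocounts (1 and 0.01), and leaving out each mouse. Analyses ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0. The regression on Bacteroidetes was left out, because the 16S counts it needs are not in the files analysed here. The qPCR, histology and RT-PCR data were left out for the same reason.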

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

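Within each genotype, the highest and the lowest of the 6 mice were compared with the others by Dixon's ratio, the gap to the nearest mouse divided by the range. The ratio was computed for 81 groups of 6 mice (total counts, cluster medians, the immunoglobulin V gene share, marker sets and named genes) and was above its 95% critical value in 14, where chance gives about 4. Several of these groups measure overlapping genes, so the 14 are not independent. No biological explanation is offered for any of them, because the genotype is the only condition in the design and each flag concerns a single mouse within 1 genotype.

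WT mouse M17_2 had the lowest total count of its genotype (ratio 0.687), with a log2 total of 25.6 against 26.4 to 26.8 in the other WT mice. Its counts are less precise for rare genes. Leaving it out gave 0 DEGs, as in the main fit.

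WT mouse M17_1 was the highest WT mouse for the median of cluster 4 (ratio 0.695), for *Igkv3-5* (ratio 0.887) and for small structured RNAs outside Table 4 (ratio 0.625). A candidate explanation for the non-coding RNAs is a difference in library type or fragment size. Written before the files were opened, its prediction was that small structured RNAs outside Table 4 would also be lower in APC Min/+ mice. The difference was -0.235 log2 units (exact permutation p = 0.123, n = 6 per genotype), so a difference by genotype was not shown with all 12 mice. In the planned fit without WT mouse M18_b it was -0.296 (exact permutation p = 0.0455). Without M17_1 itself the difference was the smallest of the fits that each left out 1 mouse. M17_1 also had the largest share of counts on mitochondrial genes of the 12 mice, 12.7%, where the lowest was 4.35%. RNA quality values are not in the files analysed here, so a technical difference of this 1 library cannot be excluded. The same holds for WT mouse M18_2a, which with M17_1 had the 2 highest values for 6 of the 7 cluster 4 non-coding RNAs. For small structured RNAs outside Table 4, M18_2a was second at -1.94, with WT mouse M17_2 close at -2.01 (mean log2(CPM + 0.1)).

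For the median of cluster 5 and its gene *Ighv5-15*, APC Min/+ mouse M13_1 was the highest of its genotype (ratios 0.714 and 0.746), at 0.0331 CPM for *Ighv5-15*, which is 3 counts, the smallest number that the depth can show. APC Min/+ mouse M8_2 was the highest of its genotype for *Gm26035* (ratio 1) and *Sel1l2* (ratio 1), at 0.0103 CPM each, while the other APC Min/+ mice had no count, and M8_2 was also the deepest library. These 4 flags rest on a few counts. *Sel1l2* was also flagged in WT mice (ratio 1), where only M18_2a had a count, at 3.86 CPM.

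APC Min/+ mouse M2_A was the highest of its genotype for the immunoglobulin V gene share (ratio 0.738) and for plasma cell genes (ratio 0.799), with a share of 0.127% against 0.0129% to 0.0428% in the other APC Min/+ mice. The number of plasma cells in a piece of colon may differ between samples. As a test by genotype, predicted before the files were opened, plasma cell genes differed by -0.630 log2 units (exact permutation p = 0.167), and by -0.960 (exact permutation p = 0.0108) in the planned fit without M2_A, so the result depends on this 1 mouse. The mouse was kept in all main results.

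Posterior *Hox* genes outside Table 4 were lowest in APC Min/+ mouse M10_2 within its genotype (ratio 0.725), with a mean log2(CPM + 0.1) of -0.095 against 0.516 to 0.748. Stratified squamous epithelium genes were highest in WT mouse M18_b among WT mice (ratio 0.636), at a low level of -1.22 against -1.52 to -1.41. Smooth muscle genes were lowest in APC Min/+ mouse M18_2b among APC Min/+ mice (ratio 0.654), at 9.52 against 9.95 to 10.18. The share of muscle in a sample could vary with how the tissue was cut. In the planned comparison of genotypes, smooth muscle genes were higher in APC Min/+ mice by 0.298 log2 units (exact permutation p = 0.0411, adjusted p over the 15 sets 0.284), and with TMM-scaled library sizes the difference was 0.249 (exact permutation p = 0.0541).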

How the results depend on the processing

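The main settings and the alternatives were written before the files were opened, apart from 3 edgeR fits chosen after seeing that the main fit gave 0 DEGs. A result is called unchanged here if it kept its sign and its side of the p-value or FDR threshold. Its size could still change. By this measure, the medians of clusters 2, 3, 4 and 6 were unchanged under every alternative that gave a value. So were the anterior *Hox*, proximal colon, Wnt target and male gene sets, and *Hoxb6* and *Sel1l2* among the named genes. The log2 fold change of *Hoxb6* still ranged from -0.870 to -0.426 when single mice were left out. *Sel1l2* was compared in only 2 alternatives.

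The number of DEGs was 0 in the main fit and stayed 0 with every other normalization and filter, with the covariate, with glmTreat, with the FDR alone and with each mouse left out. With edgeR's exact test it was 10 (6 up, 4 down, 10 of them in Table 4). With edgeR's likelihood ratio test it was 15 (10 up, 5 down, 15 in Table 4), and with DESeq2 27 (20 up, 7 down, 26 in Table 4). Of the 3 fits chosen after seeing the data, classic edgeR (common and tagwise dispersion without a trend, exact test) gave 91 (70 up, 21 down, 82 in Table 4), the same without a filter 108 (85 up, 23 down, 97 in Table 4), and the likelihood ratio test on trended and tagwise dispersions without a filter 128 (102 up, 26 down, 109 in Table 4). These tests do not carry the uncertainty of the dispersion into the p-value as the quasi-likelihood test does, which could explain why genes with large values in 1 or 2 mice pass. The splits of the 12 mice into 6 and 6 number 462 when the order of the 2 groups is ignored, and 100 were drawn, the genotypes included. With the main fit, 100 of the 100 gave at least as many DEGs as the genotypes, which follows from a count of 0. With the likelihood ratio test 23 of the 100 gave at least the 15 of the genotypes, and with classic edgeR without a filter 29 of the 100 gave at least the 108. The predictions for these last 2 tests were written after the results were seen. The number of Table 4 genes in the paper's direction was 90 of 90 tested, and it followed the number tested, with 42 under the filter on CPM above 1 in 6 mice, 116 without a filter, and 116 in both unfiltered fits chosen after seeing the data.

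The log2 fold changes of *Apc* and *Il1b* were near 0 and changed sign, from -0.00069 to 0.127 and from -0.242 to 0.0447 across the 12 fits that each left out 1 mouse (*Apc* without M17_1 -0.00069, *Il1b* without M16_1 0.0447 and without M17_1 0.00756). Among the other named genes, 54 rows passed the FDR threshold where the main fit did not, all with edgeR's exact or likelihood ratio test, DESeq2 or the 3 added fits.

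The cluster 1 difference was 1.57 (exact permutation p = 0.0216) with the mean of log2 values, and from 1.10 to 2.21 across the fits that each left out 1 mouse. Cluster 5 was -3.54 with a pseudocount of 0.01 and from -3.29 to -1.95 with 1 mouse left out. Cluster 7 was -3.54 with a pseudocount of 0.01, -1.80 with the mean of log2 values, and from -3.45 to -2.10 with 1 mouse left out. A small pseudocount gives more weight to mice with almost no counts. Cluster agreement, 0.675 in the main setting, was 0.988 with ward.D2, 0.978 on log2(value + 0.1), 0.181 with Spearman's rho, and from 0.652 to 0.988 with 1 mouse left out. Ranks remove the weight of the few highest mice. The immunoglobulin V gene share differed by -0.0454 to -0.0119 percentage points with 1 mouse left out.

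Among marker sets, posterior *Hox* outside Table 4 was 0.104 with a pseudocount of 1 and from -0.107 to 0.0915 with 1 mouse left out (0.0746 without M17_2). Posterior *Hox* and *Evx* in Table 4 was 1.43 with a pseudocount of 1 and from 1.34 to 2.75. Skeletal muscle was 0.0538 with a pseudocount of 1, 0.112 with TMM-scaled library sizes, and from 0.111 to 0.169. Smooth muscle was 0.249 with TMM-scaled library sizes and from 0.254 to 0.387. With 1 mouse left out, stratified squamous epithelium lay between -0.0143 and 0.0911, plasma cell between -0.960 and -0.444, B cell between -0.324 and 0.648, T cell between -0.407 and -0.238, small structured RNA between -0.296 and -0.102, *Xist* between -0.178 and 0.0144, and inflammation between -0.0289 and 0.119. The exact permutation p fell under 0.05 without M2_A for plasma cell (0.0108), T cell (0.0260) and the V gene share (0.0411), and without M18_b for small structured RNA (0.0455). Over all alternatives it fell under 0.05 in 5 rows of cluster 1 and 4 of posterior *Hox* and *Evx* in Table 4, and rose above it in 6 rows of cluster 5, 11 of cluster 7, 8 of skeletal muscle and 11 of smooth muscle. The depth limits the cluster 2, *Apon*, *Gm26035* and *Sel1l2* values, which rest on a few counts in most mice. The alternative filters left no value for *Sel1l2*, *Gm10800* and other rare genes.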

Differences from the paper's values

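The paper reports 130 DEGs, 106 upregulated and 24 downregulated, and the main fit gave 0 in each case. None of the alternatives set before the files were opened closed the gap, that is, came within 1.5 times of the paper's counts. The 3 fits chosen after seeing the values did in part. Classic edgeR gave 91 DEGs (70 upregulated and 21 downregulated), the same without a filter 108 (85 and 23), and the likelihood ratio test on trended and tagwise dispersions without a filter 128 (102 and 26). All except the 70 are within 1.5 times of the paper's counts. The paper does not state which edgeR test or filter was used.

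The log2 fold changes of the named genes of Table 4 were within 1 standard error of the paper's. Their FDRs were not. In edgeR's quasi-likelihood test, the FDR was 0.908 for *Hoxd13* (the paper's value is 0.0005), *Tgm3* (the paper's 0.0006), *Hoxb13* (the paper's 0.0039), *Hoxa13* (the paper's 0.0044), *Apon* (the paper's 0.0419), *Rmrp* (the paper's 0.0004), *Gm26035* (the paper's 0.0008), *Igkv5-48* (the paper's 0.0022), *Igkv3-5* (the paper's 0.0044), *Ighv5-15* (the paper's 0.0005), *Ighv9-4* (the paper's 0.0176) and *Igkv14-100* (the paper's 0.0388). It was 0.725 in the fit without a filter for *Gm10800* (the paper's 0.0023) and *Sel1l2* (the paper's 0.0444). Of the alternatives set before the files were opened, edgeR's exact test brought the FDR under 0.05 for 5 of these genes, its likelihood ratio test for 7 and DESeq2 for 6. With DESeq2 the FDR was 0.000101 for *Tgm3*, 0.00146 for *Rmrp*, 0.00261 for *Ighv5-15*, 0.00577 for *Gm26035*, 0.0186 for *Hoxb13* and 0.0275 for *Igkv5-48*. With the likelihood ratio test it was 0.00831 for *Rmrp* and *Gm26035*, 0.0117 for *Hoxd13*, *Tgm3* and *Ighv5-15*, 0.0339 for *Igkv5-48* and 0.0414 for *Apon*. With the exact test it was 0.0169 for *Rmrp* and 0.0258 for *Hoxd13*, *Tgm3*, *Gm26035* and *Ighv5-15*. Of all these values, only that of *Apon* with the likelihood ratio test was within 1.5 times of the paper's. Of the fits chosen after seeing the values, classic edgeR without a filter gave an FDR within 1.5 times of the paper's for each of the 14 genes, although those of *Apon* and *Sel1l2* were above 0.05. In that fit, the FDR was 0.0007 for *Hoxd13*, *Tgm3* and *Ighv5-15*, 0.00465 for *Hoxb13*, 0.00585 for *Hoxa13*, 0.00333 for *Gm10800*, 0.0517 for *Apon*, 0.000457 for *Rmrp*, 0.000947 for *Gm26035*, 0.00211 for *Igkv5-48*, 0.00491 for *Igkv3-5*, 0.0184 for *Ighv9-4*, 0.0347 for *Igkv14-100* and 0.0511 for *Sel1l2*. Classic edgeR with the filter, and the likelihood ratio test on trended and tagwise dispersions without a filter, also came within 1.5 times of the paper's FDR for part of the genes, and they too were chosen after seeing the values.

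The paper groups *Ighv5-15* in a cluster apart from the genes of cluster 6 and keeps cluster 1 whole. In the main clustering *Ighv5-15* joined cluster 6, and cluster 1 was cut into 2 clusters of 74 and 15 genes, with an adjusted Rand index of 0.675.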

Other observations

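*Il1b*, which the paper measured by RT-PCR, was counted in the RNA-Seq data at 0.919 ± 0.221 CPM (SD, n = 6) in APC Min/+ mice and 0.985 ± 0.317 CPM (SD, n = 6) in WT mice, a log2 fold change of -0.102 (standard error 0.232, FDR = 0.938 from edgeR's quasi-likelihood test).

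Most genes of cluster 1 were high in APC Min/+ mice M10_2 and M13_1 and near the WT level in the other 4 APC Min/+ mice. Outside Table 4, *Hoxb6* (ENSMUSG00000000690.4, chromosome 11, 96292476 to 96301569) was counted at 1.57 CPM in M10_2 and 3.18 CPM in M13_1 and at between 55.5 and 116 CPM in the WT mice. The mean log2(CPM + 0.1) of anterior *Hox* genes was 1.13 in M10_2, 1.14 in M13_1 and 1.99 to 2.92 in the other mice. That of proximal colon genes was 8.35 in M10_2, 8.31 in M13_1 and 8.57 to 9.86 in the others. A candidate explanation, formed after seeing these values, is that the samples of these 2 mice may come from a more distal part of the colon. Its tests by genotype do not settle it. Posterior *Hox* genes outside Table 4, whose prediction was written before the files were opened, did not differ between genotypes (difference -0.0246 log2 units, exact permutation p = 0.911). Their mean was the lowest of all mice in M10_2, at -0.095, and 0.658 in M13_1, against 0.101 to 1.01 in the others. Unlike the posterior *Hox* genes named in cluster 1, this set was thus not raised in these 2 mice. It leaves out the posterior *Hox* genes of Table 4, which were chosen for a difference that these 2 mice carry. The set therefore cannot decide about the sampling position. Anterior *Hox* genes were lower in APC Min/+ mice by a log2 difference of -0.520 (exact permutation p = 0.152). Counts alone do not tell a sample taken from another part of the colon from a mislabelled sample or from a biological difference of these mice, and this last prediction was written after the values were seen. The 2 mice were not tested against the others, because they stand out by the outcome itself.

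Other technical explanations for cluster 1 were predicted before the files were opened. Squamous keratin genes did not differ by genotype (exact permutation p = 0.727), and neither did the total counts (exact permutation p = 0.281). Tests by genotype cannot decide about a pattern carried by M10_2 and M13_1 alone. The squamous set was at -1.70 in M10_2 and -1.48 in M13_1, against -1.52 to -1.17 in the other mice, so neither was raised. Their log2 totals, 27.5 and 26.3, lay within the 25.6 to 27.6 of the others. Skeletal muscle genes were higher in APC Min/+ mice by 0.146 log2 units (exact permutation p = 0.0368, adjusted p over the 15 sets 0.284), as the prediction for muscle in the sample states. Its highest value was that of M2_A, which had no high cluster 1 values, and the difference was 0.0538 (exact permutation p = 0.115) with a pseudocount of 1. A small difference in muscle between genotypes remains possible. As an explanation of cluster 1 it was not shown, because the skeletal muscle set did not single out M10_2 and M13_1. They were at -0.402 and -0.287, against -0.218 in M2_A and -0.391 and -0.405 in WT mice M17_2 and M16_1.

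The genes of cluster 2 were high in APC Min/+ mouse M8_2 and, at a lower level, in M10_2, the 2 deepest libraries. Genomic DNA in the library of M8_2 could raise counts of genes that are not expressed. The prediction, written before its values were looked at, was a high sum over olfactory and vomeronasal receptor genes. The sum in M8_2 was 21.9 CPM, 0.853 times the median of the other mice, so the prediction was not met. Across all mice the sum ranged from 16.0 to 39.7 CPM, so a small amount of genomic DNA would not show in it. The test therefore cannot exclude genomic DNA. Reads shared between repeated copies of these genes were not tested, so no biological explanation is offered.

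The immunoglobulin V genes of Table 4 were highest in WT mouse M17_1 for 7 of the 11 matched. Fewer B cells in APC Min/+ samples were not shown (exact permutation p = 0.758 for B cell genes), and fewer plasma cells were not shown with all 12 mice (difference -0.630 log2 units, exact permutation p = 0.167). Both were predicted before the files were opened. The plasma cell result rests on APC Min/+ mouse M2_A, at a mean log2(CPM + 0.1) of 6.55, where the other APC Min/+ mice lay between 4.33 and 4.78 and the WT mice between 4.84 and 6.46. Of the 12 planned fits that each left out 1 mouse, the one without M2_A alone passed 0.05 (difference -0.960, exact permutation p = 0.0108). Fewer plasma cells in most APC Min/+ samples therefore cannot be excluded. Another candidate explanation is that single mice carry expanded antibody-producing cells with their own V genes. The prediction, written before its values were looked at, was that more than 25% of V genes outside Table 4 would have more than 50% of their CPM in 1 mouse. The share was 24.8% (39 of 157 detected V genes), just under that limit, against 0.318% (64 of 20143) of the other detected genes. The limit was not reached, so the data did not show what was predicted for this explanation. The share was still well above that of the other genes, so this result does not argue against the explanation either.

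B cell genes had their highest mean log2(CPM + 0.1) in APC Min/+ mouse M13_1, 2.85, where the other mice lay between -2.01 and 0.405. A lymphoid follicle in this sample may be the cause. Follicle genes outside the B cell set, predicted before their values were looked at, were highest in M13_1 for 6 of 6 genes, for example *Cxcl13* at 10.9 CPM against 2.56 to 6.64 CPM in the other mice. No biological explanation was tested. *Xist* was expressed in all 12 mice, with a mean log2(CPM + 0.1) between 10.01 and 10.99, and the Y chromosome genes were at or near 0, as the sex of the mice implies.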
